A study of Dictyostelium discoideum with 42 samples. Its data were reported in "Sulfur sequestration promotes multicellularity during nutrient limitation" (2021).

How the data were processed

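Polyadenylated RNA of the social amoeba Dictyostelium discoideum (axenic strain AX4) was sequenced in 42 libraries from 2 experiments. The time course (Experiment 2) holds 18 libraries in 6 groups, vegetative or starved cells collected after 0.5, 4 or 8 h. The GSH experiment (Experiment 1) holds 24 libraries in 8 groups, vegetative or starved cells collected after 0.5 or 8 h, with or without reduced glutathione (GSH) in the medium or buffer. Each group has 3 replicates, grouped by the treatment and title labels of the samples. Vegetative cells were kept in growth medium and starved cells in a buffer without nutrients. No batch or date label was used here, so a batch that coincides with a group could not be separated from it.

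The authors made stranded mRNA libraries, trimmed and mapped the reads with STAR to the dicty_2.7 assembly, and quantified them with featureCounts. The deposited values are whole-number counts of reads per gene and library, without normalization. The settings for strand and for reads that map to several places, and the tool versions, are not stated, so counts of overlapping, antisense and near-identical genes are uncertain. A check of values, given among the observations after the results, showed that copies of duplicated genes on chromosome 2 hold almost no counts. The files list 13731 gene IDs, of which 13729 matched the RefSeq gene table of the same assembly by locus tag and 2 did not, and 4091 matched genes carry a symbol other than the locus tag. Coordinates are gene starts and ends of that table, which gives no exons. Every count is assigned to a gene ID, so no unassigned reads enter the totals.

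Total counts per library ran from 1477368 to 4362494 in the time course and from 2019186 to 6354326 in the GSH experiment. At this depth the low-count filter filterByExpr of edgeR kept 9059 and 9642 genes, and 8975 genes were tested in both. Replicate pairs were compared by a chi-square test of their counts over genes; the statistic divided by its degrees of freedom lay between 1.51 and 53.9 over 42 pairs, and 0 pairs were identical, so every library was counted as a sample. Intervals on ratios of counts cover counting error only, since reads without molecular identifiers are not independent molecules.

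Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the groups as the only terms and the quasi-likelihood test (glmQLFit, glmQLFTest), with limma 3.58.1 for gene sets. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.1 and its fold change over 2 in either direction, which are the thresholds of the study's methods. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Coefficients of biological variation from the common dispersion were 0.154 in the time course and 0.209 in the GSH experiment. Levels are given as CPM, by edgeR's cpm function over TMM-scaled library sizes, as mean ± SD. Where all libraries of a group had 0 counts, the fold is a lower bound against a floor of 3 counts over the group. Where they had from 1 to 3 counts, the ratio of counts per total is given with its exact 95% interval. The groups, the contrasts, the tests, the gene lists and the alternatives, except those named as added, were fixed before the data were examined. The interactions of GSH with time in vegetative cells and of GSH with starvation at 0.5 h were added after the results were seen.

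Named genes followed a rule. For each contrast these are the 3 called genes with the largest log2 fold change in each direction, among genes with a mean of at least 10 CPM over the libraries compared and with every library of one group above every library of the other. All 3 per direction are named in 7 contrasts and the first in the others; that choice of contrasts was made after the results were seen. For the interaction the separation was required between starved cells with and without GSH. Fixed lists were a sulfur list of genes for proteins that take sulfur from cysteine (ctu1, ctu2, mocs1, mocs2l, mocs2s, mocs3, isca1, isca2), a developmental list (carA, cprB, acaA, csaA, pdsA, gpaB, cotA, cotB, cotC, pspA, ecmA, ecmB), and nfs1, gcsA, gshB and gsr. The gene table holds no gene under the symbols isca2 and nfs1, which are left out, and holds carA as 2 copies. Sets by symbol were cytosolic ribosomal protein genes, proteasome subunit genes, autophagy genes, elongator genes and ATP synthase genes. Sets were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 7 sets of a contrast, with fry and an estimated correlation as further tests. No fold change is given for a listed gene with both groups under 1 CPM; that limit was set after the values were seen.

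A starvation score per library of the GSH experiment was the mean log2 CPM, with a prior count of 2, of the genes called higher after 8 h of starvation in the time course, minus the mean of the genes called lower. Since the score genes were chosen in the other experiment, no library both chose and measured them. The share of the score change left with GSH was the difference between starved plus GSH and vegetative plus GSH cells divided by that between starved and vegetative cells, tested by a two-sided exact permutation test over the 20 assignments of 6 libraries. Fold changes of both experiments were compared across genes by Pearson and Spearman correlation. Principal components used the 500 most variable genes.

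The fits were tested on simulated counts. With 184 changed genes among 8215 tested for the 8 h starvation contrast of the time course, 98.4% were recovered with 4 false calls. With 175 changed among 8660 for the GSH contrast in starved cells at 8 h, 97.1% were recovered with 11 false calls, and with 187 changed among 8657 for the 8 h interaction, 89.3% were recovered with 20 false calls. All simulated libraries came from a vegetative profile, and the changes counted were well over the 2-fold limit. Ribosomal protein genes, also raised, entered neither tally. The real contrasts changed far more genes, 58.1% of those tested after 8 h of starvation in the time course. These rates therefore do not cover fits in which so many genes change.

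Alternatives were DESeq2 1.42.0 with its size factors, RLE and upper quartile scaling, no low-count filter, a filter at a mean of 10 CPM, an adjusted p-value under 0.05, no fold threshold, glmTreat against a 2-fold change, a fit to the compared groups only, the replicate number as a block, and leaving out each replicate in turn. Splits of the libraries into other groups of the same sizes were fitted in full for pairs of groups (10 splits of 6 libraries) and as 60 regroupings, the real one included, for interactions of 4 groups.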

Results

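Dictyostelium discoideum grows as single amoebae while food lasts and, when starved, aggregates within hours and develops into a multicellular fruiting body. mRNA sequencing of strain AX4 followed this switch in a pair of experiments. The time course compared vegetative (nutrient-replete) with starved cells at 0.5, 4 and 8 h, in 18 libraries. The GSH experiment asked how far GSH, the tripeptide of glutamate, cysteine and glycine that buffers the cell's redox state, alters the response to starvation, in 24 libraries of vegetative and starved cells at 0.5 and 8 h with and without GSH. Every group held 3 replicates, and starved cells were always compared with vegetative cells kept for the same time. Total counts ranged from 1477368 to 4362494 per library in the time course and from 2019186 to 6354326 in the GSH experiment, a range of 2.95-fold and 3.15-fold. The 10 most abundant genes took between 5.98% and 11.8% of the counts of a library, the highest share being in starved cells with GSH at 8 h. The median standard error of a tested gene's log2 fold change lay between 0.23 and 0.31 in comparisons of a pair of groups.

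The libraries separated by group. In the time course the first principal component carried 71.4% of the variance of the 500 most variable genes and ordered starved cells by time. Its values ran from -11.4 to -7.08 at 0.5 h, from 21.2 to 45.4 at 4 h and from 94.4 to 102.7 at 8 h, whereas all vegetative libraries lay between -45.7 and -32.3. Replicates of the starved 4 h group were the most dispersed, with a mean within-group SD of log2 CPM of 0.47 against 0.28 in the vegetative 4 h group. In the GSH experiment the first component (63.6%) placed starved cells at 8 h between 121.4 and 129.1, and starved cells at 8 h with GSH between 6.74 and 11.3. The remaining libraries lay between -37.3 and -12.0. The second component (18.4%) set cells given GSH for 0.5 h, at -40.6 to -27.7, apart from cells of the same time without it, at -12.5 to 3.17.

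**Figure D1:**
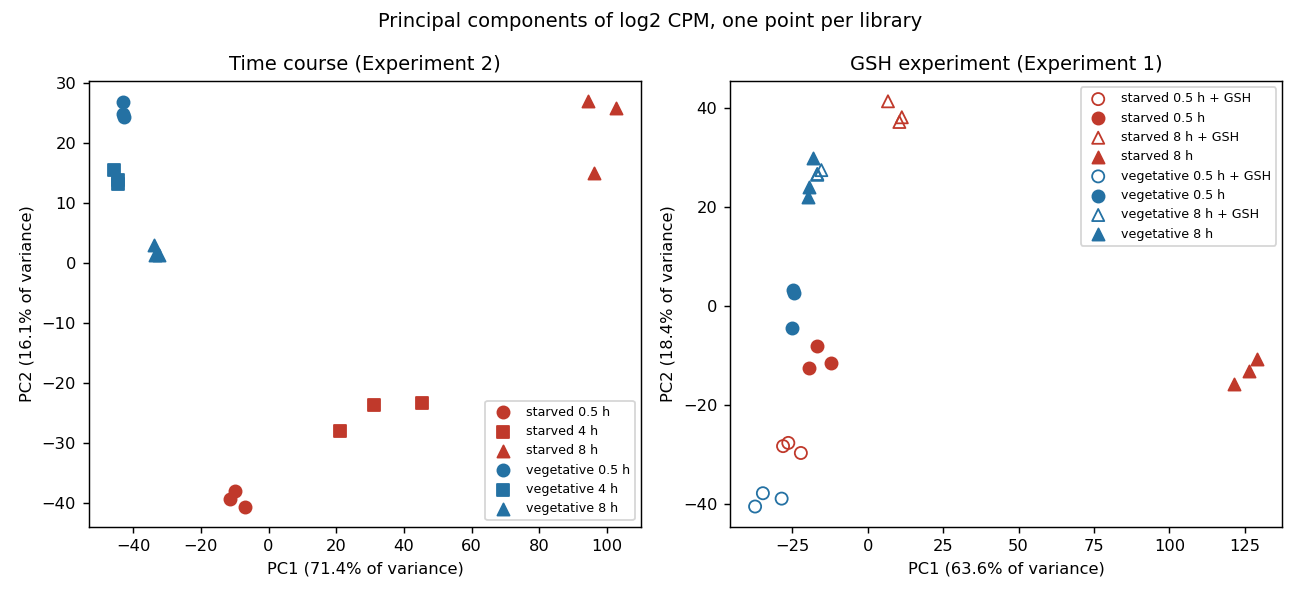
Principal components of log2 CPM, one point per library, for the time course (left) and the GSH experiment (right), with the share of variance on each axis; colour gives starved or vegetative cells, shape the time and open symbols GSH. Starved cells at 8 h lie at 94.4 or above on the first component in both panels, except those given GSH, which lie between 6.74 and 11.3.

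The time course asked which genes starvation changes and when. After 0.5 h, 3052 of 9059 tested genes were called, 1600 higher and 1452 lower in starved cells (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.1 and over 2-fold). After 4 h, 2002 genes were higher and 2145 lower, and after 8 h, 2441 were higher and 2824 lower, which is 58.1% of the tested genes. The setting that moved the first of these counts most was the fold threshold, without which 5428 genes passed at 0.5 h. Vegetative cells also changed while on the plate: between 0.5 and 8 h, 973 genes were called higher and 935 lower.

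Genes with the largest changes went from almost no reads to high levels or the reverse. At 0.5 h DDB_G0295799 (chromosome 6, 1763747 to 1764499 of dicty_2.7) reached 931 ± 179 CPM (SD, n = 3) in starved cells and had 0 counts in vegetative cells, so that it was at least 3496-fold higher. DDB_G0283653 (chromosome 4, 921967 to 924542) had 2105 ± 682 CPM against 2 counts, a ratio of 11856 with a 95% counting interval of 3282 to 97899.6. DDB_G0274971 (chromosome 2, 4712814 to 4713944) was at least 727-fold higher, at 194 ± 9.64 CPM. In the other direction DDB_G0271724 (chromosome 2, 857132 to 858107) was at least 52.0-fold lower, from 21.4 ± 3.9 CPM in vegetative cells. The receptor-like gene grlC (DDB_G0282461, chromosome 3, 5789478 to 5791965) fell from 71.0 ± 16.3 CPM to 1 count, a ratio of 516 (95% interval 92.7 to 20395). DDB_G0280881 (chromosome 3, 3830874 to 3831824) fell from 197 ± 95.1 to 0.704 ± 0.291 CPM, with 5 counts left in starved cells. In vegetative cells grlC and DDB_G0280881 also fell by 8 h, to 2 and 4 counts, so their loss was not limited to starved cells. At 4 h the first genes in each direction were DDB_G0283125 (chromosome 4, 281753 to 283546), at least 844-fold higher at 283 ± 210 CPM, and DDB_G0277557 (chromosome 2, 8106401 to 8109993), at least 61.9-fold lower from 27.7 ± 3.36 CPM.

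At 8 h DDB_G0271770 (chromosome 2, 877919 to 878191) was at least 3334-fold higher, at 1392 ± 258 CPM, and DDB_G0279337 (chromosome 3, 1954714 to 1955838) at least 1977-fold higher, at 825 ± 405 CPM. The adhesion gene tgrC1 (DDB_G0280531, chromosome 3, 3630672 to 3633406) reached 2753 ± 513 CPM against 1 count in vegetative cells, a ratio of 19793 (95% interval 3552 to 781772). The penta-EF-hand gene pefA (DDB_G0291081, chromosome 5, 4974992 to 4976066) fell from 480.4 ± 82.3 CPM to 2 counts, a ratio of 1868 (517 to 15427). DDB_G0268878 (chromosome 1, 2304383 to 2305729) fell from 1627 ± 26.9 to 1.36 ± 0.942 CPM, a log2 fold change of -10.13 (SE 0.39, adjusted p 9.14e-15). DDB_G0274499 (chromosome 2, 4386087 to 4387530) fell from 137 ± 30.0 CPM to 1 count, a ratio of 1065 (191 to 42071). Between vegetative cells at 8 h and at 0.5 h, the first genes were pdiA (DDB_G0277863, chromosome 3, 246720 to 247623), from 1 count to 552 ± 108 CPM, a ratio of 6217 (1116 to 245559.9), and DDB_G0277409 (chromosome 2, 7964365 to 7965039), at least 62.7-fold lower from 26.2 ± 4.35 CPM.

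The developmental list marked the stage that cells had reached. Of its 13 gene IDs, 8 could be tested in the time course; 7 of these were called higher at 8 h, and 7 also when adjusted over the list alone. Genes of early aggregation had risen by 4 h. The adenylyl cyclase gene acaA (DDB_G0281545, chromosome 3, 4958602 to 4963128) stood at 948 ± 273 CPM at 4 h and 869 ± 27.8 CPM at 8 h in starved cells, and at 3.24 ± 0.185 and 14.1 ± 1.58 CPM in vegetative cells. The cell adhesion gene csaA (DDB_G0289073, chromosome 5, 2342795 to 2344339) stood at 1092 ± 707 and 2465 ± 981 CPM in starved cells at these times and at 1.20 ± 0.601 and 3.81 ± 1.16 CPM in vegetative cells. Other genes of the list rose mainly between 4 and 8 h. Among them cprB had been lower in starved than in vegetative cells at 0.5 h, by a log2 fold change of -4.5. The cysteine protease gene cprB (DDB_G0279799, chromosome 3, 2569081 to 2570624) went from 5.50 ± 1.90 to 2904 ± 944 CPM in starved cells, against 1.51 ± 0.879 CPM in vegetative cells at 8 h, a log2 fold change of 10.74 (SE 0.36, adjusted p 1.29e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spore coat gene cotB (DDB_G0276761, chromosome 2, 7194376 to 7196288) went from 0.738 ± 0.489 to 167 ± 61.5 CPM. The prespore gene pspA (DDB_G0267412, chromosome 1, 1093913 to 1094419) went from 0 counts at 4 h to 68.2 ± 29.6 CPM at 8 h. The stalk gene ecmB (DDB_G0269132, chromosome 1, 4826715 to 4830122) was the tested exception at 8 h, at 5.28 ± 1.36 against 8.04 ± 3.20 CPM. The cAMP receptor gene carA is present as a pair of copies (chromosome 2, 2964374 to 2965695 and 3066091 to 3067412) that held at most 12 counts in any of the 42 libraries; they had 25 and 26 counts in all starved 8 h libraries of the time course together and 1 and 2 in vegetative ones, and could not be tested. Both lie in an interval of paired gene copies (chromosome 2, 2268088 to 3763698) where 96.8% of 595 genes averaged under 10 counts.

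**Figure D2:**
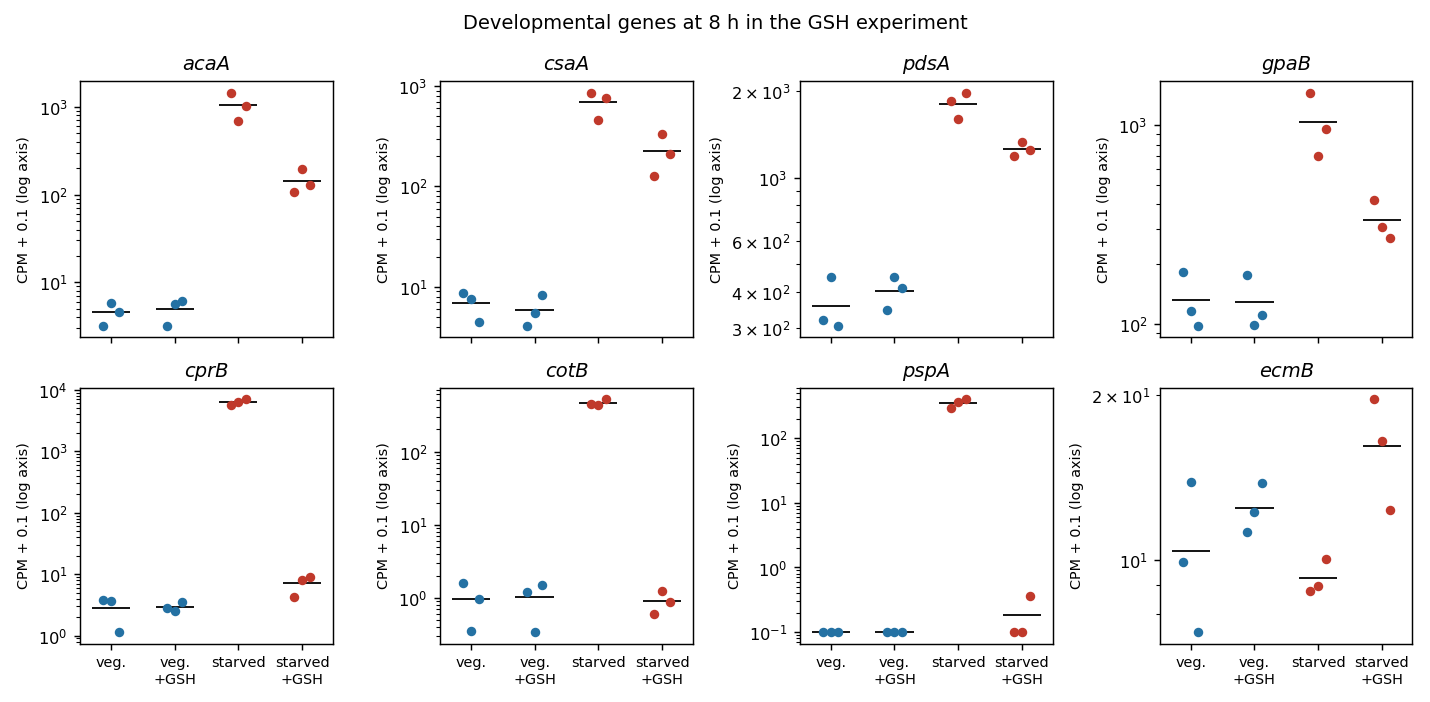
Levels of genes of the developmental list at 8 h in the GSH experiment, with each library as a point and group means as bars, as CPM plus 0.1 on a log axis. cprB stood at 6367 ± 687 CPM in starved cells at 8 h of the GSH experiment and at 6.99 ± 2.53 CPM in starved cells with GSH, while acaA, csaA, gpaB and pdsA kept higher levels than in vegetative cells.

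Gene sets changed as groups. At 8 h the 78 tested cytosolic ribosomal protein genes were lower in starved cells by a median log2 fold change of -2.79, with all 78 lower (camera, adjusted p 1.88e-22). The 40 proteasome subunit genes were higher by a median of 1.30, 37 of them with a positive change (camera, adjusted p 1.79e-06). The 11 autophagy genes rose by a median of 0.92 (camera, adjusted p 0.0621). The developmental list rose by a median of 7.61, or 6.65 with the gene at 0 in vegetative cells set to its bound (camera, adjusted p 0.000201). Elongator genes (4 genes, median -1.96) and ATP synthase genes (5 genes, median -0.59) both had an adjusted p of 0.0837 by camera. Every one of these calls held under fry, with the largest adjusted p at 8.97e-07, and none held with the inter-gene correlation estimated from the data, where the smallest was 0.123. Timing differed between sets. Ribosomal protein genes stood at 0.66 after 0.5 h (camera, adjusted p 6.46e-08), at 0.15 after 4 h (0.191) and fell only by 8 h, whereas proteasome subunit genes had their highest median, 2.01, at 4 h (camera, adjusted p 5.89e-13). With the estimated correlation the adjusted p was 0.601 for the former at 0.5 h and 0.125 for the latter at 4 h. These directions were the same with each of the 3 scalings tried, TMM, RLE and upper quartile.

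**Figure D3:**
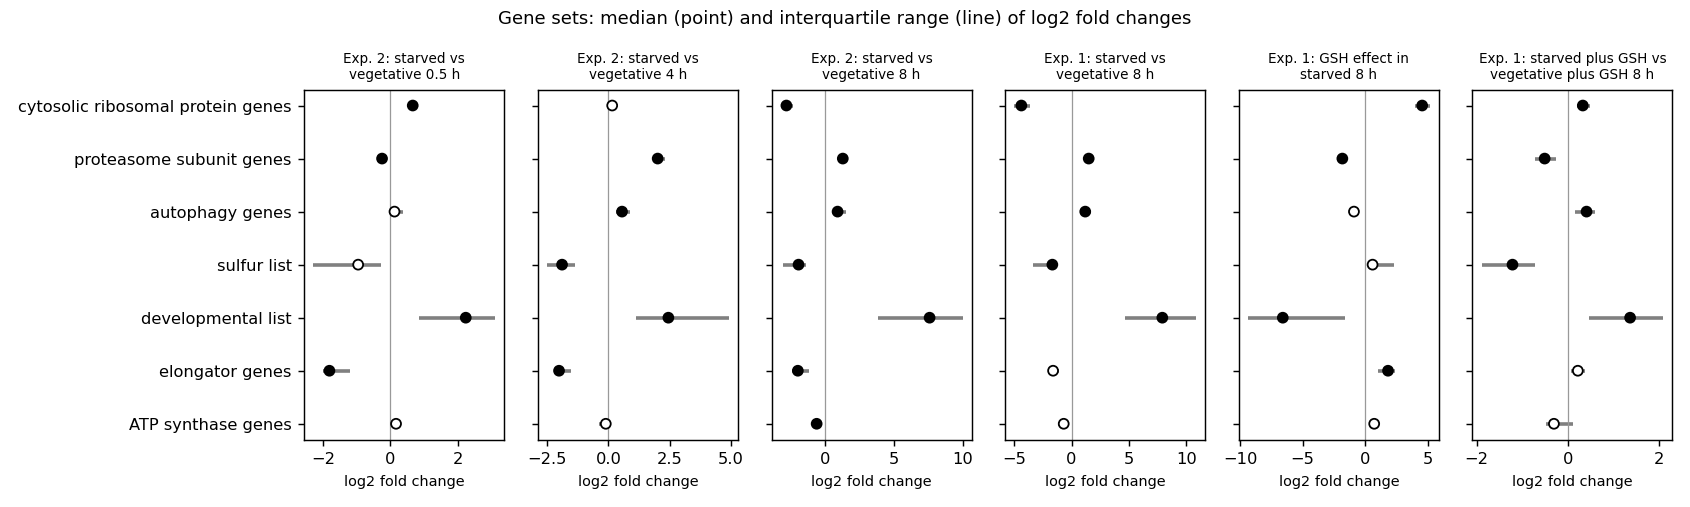
Median log2 fold change of each gene set, with interquartile ranges, in a part of the contrasts, named above each panel. Filled points have an adjusted p under 0.1 by camera, and each panel has its own horizontal scale. Cytosolic ribosomal protein genes were at -2.79 and -4.37 after 8 h of starvation in the time course and the GSH experiment, and at 4.54 for starved cells with GSH against starved cells.

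The sulfur list holds genes for tRNA thiolation, molybdenum cofactor synthesis and iron-sulfur assembly, whose products take their sulfur from cysteine. All 7 members found were lower in starved cells at 8 h in the time course, by -3.75 to -0.61 on the log2 scale. The median was -1.91 (camera, adjusted p 0.0356), 6 were called, and 6 were called when adjusted over the list alone. The list follows the study's own account of these libraries, so the shared direction, the median and both counts are not independent evidence. The molybdenum cofactor genes mocs1 (DDB_G0285137, chromosome 4, 2905081 to 2907503) and mocs3 (DDB_G0267980, chromosome 1, 1230144 to 1231512) fell by 3.75 (SE 0.25, adjusted p 1.86e-11) and 3.00 (SE 0.42, adjusted p 1.7e-06) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The tRNA thiolase gene ctu2 (DDB_G0268714, chromosome 1, 1986771 to 1988565) fell by 3.03 (SE 0.41, adjusted p 1.09e-06), and isca1 (DDB_G0280173, chromosome 3, 3050099 to 3050794), a gene for an iron-sulfur assembly protein, by 1.91 (SE 0.33, adjusted p 2.37e-05). The large and small molybdopterin synthase genes mocs2l (DDB_G0271864, chromosome 2, 980070 to 980546) and mocs2s (DDB_G0285133, chromosome 4, 2902514 to 2902867) fell by 1.02 (SE 0.39, adjusted p 0.0219) and 1.68 (SE 0.46, adjusted p 0.00249). The change of mocs2l lay just past the 2-fold limit and was smaller with DESeq2 (-0.99) and with RLE factors (-0.98). It also lost its call without replicate 1 (-0.84) or 2 (-0.87) of the vegetative cells or replicate 2 of the starved cells (-0.65). ctu1 (DDB_G0282921, chromosome 4, 190346 to 191610) was not called, at -0.61 (SE 0.24, adjusted p 0.0275), although it stood at 3.40 ± 2.27 CPM at 4 h against 25.5 ± 2.41 CPM in vegetative cells. These are low-count genes, none above 858 counts in any library.

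The GSH experiment repeated the starvation contrast in separate libraries. At 0.5 h 1240 genes were called higher and 1459 lower, and at 8 h 2830 higher and 3331 lower, 63.9% of the 9642 tested genes. Across the 8975 genes tested in both experiments, fold changes at 8 h correlated with a Pearson r of 0.933 and a Spearman rho of 0.920, and 89.2% had the same sign; genes are not independent replicates, so no p-value is given. At 0.5 h r was 0.776 and rho 0.684, with 74.8% of signs shared, and over the genes called in the time course r was 0.863. Of 4650 genes called in both experiments at 8 h, 4603 had the same direction. The sulfur list was lower at 8 h here as well, in all 7 genes, with a median of -1.67 and 6 called. Its adjusted p was 0.0336 by camera, 1.29e-09 by fry and 0.168 with the estimated correlation. In this experiment ctu1 was called lower (-1.09) and mocs2s was not called (-0.93). The study does not state whether its account of the list drew on these libraries too. The first genes at 0.5 h were DDB_G0295799, at 256 ± 33.9 CPM against 3 counts, a ratio of 1013 (95% interval 346 to 4910), and grlC, at least 146-fold lower; both were also among the first in the time course. At 8 h they were the calcium-binding gene cbpC (DDB_G0283613, chromosome 4, 904975 to 905779), at least 13168.5-fold higher at 2399 ± 65.9 CPM, and DDB_G0276277 (chromosome 2, 6627741 to 6628430), at least 276-fold lower from 69.8 ± 9.50 CPM.

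**Figure D4:**
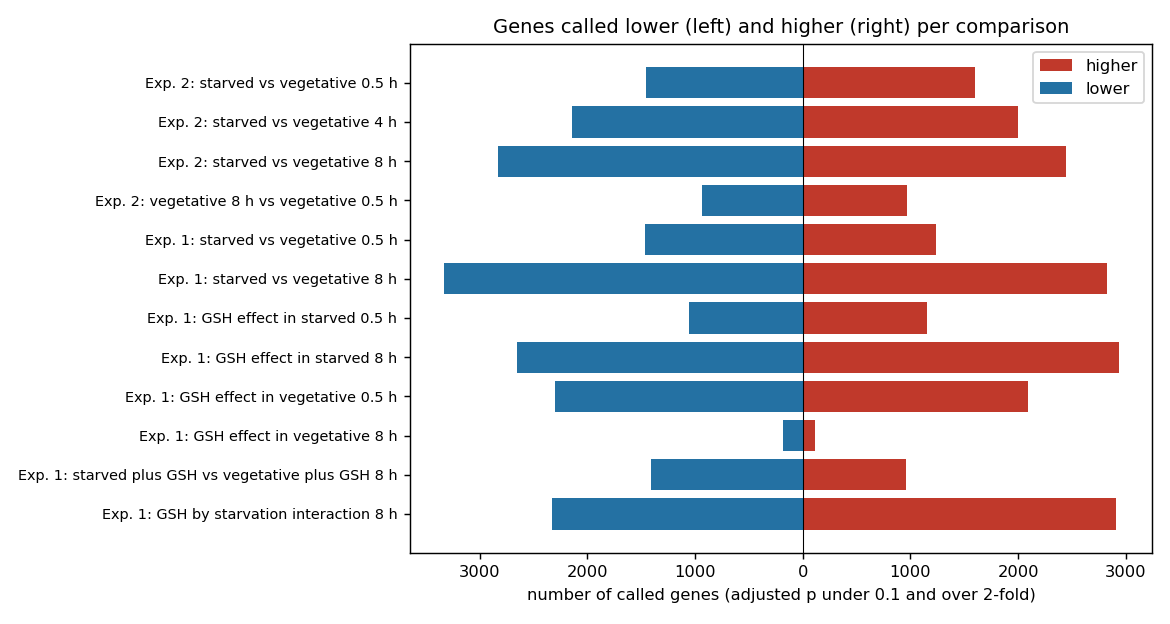
Numbers of called genes (adjusted p under 0.1 and over 2-fold, edgeR's quasi-likelihood test), higher to the right and lower to the left, in each contrast of the time course and the GSH experiment. GSH changed 5589 genes in starved cells at 8 h and 295 in vegetative cells at 8 h, but 4390 in vegetative cells at 0.5 h.

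GSH in starved cells at 8 h was the comparison at the centre of this experiment. With GSH 2935 genes were called higher and 2654 lower than in starved cells without it. These changes ran against those of starvation: of the 2416 genes called higher and 2804 called lower after 8 h of starvation in the time course and also tested here, 75.9% were called in the opposite direction with GSH and 2.32% in the same direction. The 2 sets of fold changes, which share no library, correlated across genes at r -0.858. DDB_G0279337, which starvation had raised in both experiments, fell from 2119 ± 432 CPM to 0 counts with GSH, at least 7182-fold lower. DDB_G0289517 (chromosome 5, 2901066 to 2903382) and DDB_G0284527 (chromosome 4, 2115024 to 2116681) were at least 1220-fold and 1168-fold lower. DDB_G0289171 (chromosome 5, 2439587 to 2440889) rose from 0.323 ± 0.296 to 595 ± 97.7 CPM, by a log2 fold change of 10.66 (SE 0.52, adjusted p 2.75e-15). DDB_G0290993 (chromosome 5, 4865936 to 4866638) rose from 0.473 ± 0.658 to 658 ± 194 CPM, by 10.50 (SE 0.53, adjusted p 4.32e-15), and DDB_G0274681 (chromosome 2, 4298875 to 4300600) was at least 146-fold higher, at 36.9 ± 8.94 CPM (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted).

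GSH lowered 9 of the 11 tested genes of the developmental list in starved cells at 8 h, and 9 when adjusted over the list alone. cprB went from 6367 ± 687 to 6.99 ± 2.53 CPM, a log2 fold change of -9.76 (SE 0.48, adjusted p 3.05e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). cotB went from 464 ± 48.0 to 0.812 ± 0.314 CPM and cotC (DDB_G0277141, chromosome 2, 7902745 to 7904138) from 293 ± 70.3 to 0.595 ± 0.414 CPM. pspA went from 355 ± 55.1 CPM to 1 count. The change of acaA was smaller, from 1051 ± 378 to 143 ± 45.2 CPM, a log2 fold change of -2.87 (SE 0.30, adjusted p 6.46e-09). csaA went from 695 ± 210 to 223 ± 102 CPM and gpaB (DDB_G0276267, chromosome 2, 6619603 to 6620779), the gene of a G protein alpha subunit, from 1041 ± 386 to 332 ± 77.9 CPM. The phosphodiesterase gene pdsA (DDB_G0285995, chromosome 4, 3929775 to 3931286), at 1807 ± 193 and 1257 ± 73.4 CPM, changed by less than 2-fold, as did ecmB. Of the sets, cytosolic ribosomal protein genes rose with GSH by a median of 4.54 on the log2 scale (camera, adjusted p 4.82e-34) and proteasome subunit genes fell by 1.83 (4.49e-09). Both calls held under fry (3.83e-15 and 3.98e-10) and neither with the estimated correlation (0.131 and 0.171). The median of the sulfur list was 0.58, with 6 of its 7 genes higher, and the tests differed on it (camera, adjusted p 0.20; fry 1.14e-05; estimated correlation 0.326). Within it mocs3, mocs1 and ctu2 were called higher, at 3.44 (SE 0.46), 2.69 (SE 0.62) and 1.91 (SE 0.41), and the other 4 were not, although mocs2s was called lower without replicate 2 of the starved cells with GSH (-1.67).

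The share of the 8 h starvation change that was left with GSH was measured with the score of 2416 genes higher and 2804 lower in the time course. The score was 4.10 ± 0.03 (SD, n = 3) in starved cells, -0.59 ± 0.17 in starved cells with GSH, -1.63 ± 0.02 in vegetative cells with GSH and -1.68 ± 0.12 in vegetative cells. By this measure 18.1% (SD 2.92) of the change remained with GSH. All 3 starved libraries with GSH lay below the 3 without and above the 3 vegetative libraries with GSH; both exact permutation tests gave a two-sided p of 0.1, the smallest possible with 3 against 3. With genes chosen within the GSH experiment itself the share was 15.9%. That choice reuses the libraries it measures. Simulated GSH groups without any starvation change gave between -0.245% and 0.0936% in 10 runs. Starved and vegetative groups with GSH came from the same profile there, so a share near 0 was fixed in advance. The simulation therefore cannot show whether the reuse alters the share.

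**Figure D5:**
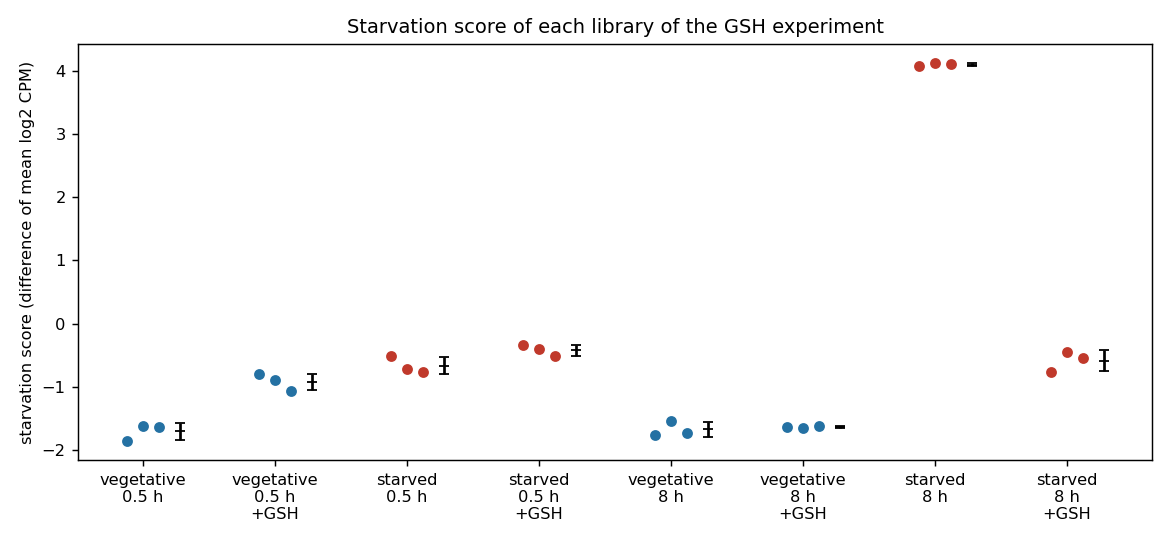
Starvation score of each library of the GSH experiment (points) with group mean and SD; the score is the mean log2 CPM of genes higher minus that of genes lower after 8 h of starvation in the time course. Starved cells at 8 h with GSH lie at -0.59 ± 0.17, between vegetative cells with GSH at -1.63 ± 0.02 and starved cells at 4.10 ± 0.03.

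Starved cells with GSH were not the same as vegetative cells with GSH at 8 h: 963 genes were called higher and 1406 lower. The gene with the largest rise was psiI (DDB_G0288919, chromosome 5, 2120577 to 2123203), a gene of the prespore-inducing factor family, which stood at 1858 ± 214 against 1.96 ± 0.835 CPM, a log2 fold change of 9.88 (SE 0.35, adjusted p 2.01e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0290993 was higher by 7.91 (SE 0.43, adjusted p 1.65e-12), and DDB_G0281921 (chromosome 3, 5124821 to 5125936) stood at 27.5 ± 1.89 CPM against 3 counts, a ratio of 118 (95% interval 40.4 to 573). aifC (DDB_G0285003, chromosome 4, 2790283 to 2791622) had 2 counts against 129 ± 11.2 CPM, a ratio of 657 (182 to 5426). DDB_G0268878, also among the first to fall with starvation in the time course, had 1.91 ± 1.96 against 1149 ± 139 CPM, a log2 fold change of -9.01 (SE 0.59, adjusted p 2.14e-11), and DDB_G0290465 (chromosome 5, 4083295 to 4085606) had 3 counts against 103 ± 4.12 CPM, a ratio of 350 (120 to 1696). acaA and csaA were higher with starvation even in the presence of GSH, by 4.87 (SE 0.37, adjusted p 1.92e-10) and 5.26 (SE 0.38, adjusted p 7.82e-11). cprB was higher by 1.34 (SE 0.49, adjusted p 0.0314), at 6.99 against 2.87 CPM, and lost its call without replicate 3 of the starved cells with GSH (1.16, adjusted p 0.116, against 0.0178 to 0.0337 with DESeq2, RLE factors and the replicate block). The sulfur list remained lower, with a median of -1.22 (camera, adjusted p 0.00424; fry, adjusted p 2.98e-06; estimated correlation, adjusted p 0.159), and ribosomal protein genes were slightly higher, at 0.32 (camera, adjusted p 1.24e-05; fry 0.0415; estimated correlation 0.551). Proteasome subunit genes, which starvation raised at 4 and 8 h in the time course, were lower, with a median of -0.51 and 38 of 40 lower (camera, adjusted p 0.000907; fry 0.00237; estimated correlation 0.465).

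GSH changed vegetative cells at 8 h far less, with 111 genes called higher and 184 lower, 3.06% of those tested. Leaving out replicate 3 of the vegetative cells with GSH lowered this count of 295 to 193. DDB_G0290465 was higher with GSH by a log2 fold change of 3.63 (SE 0.42, adjusted p 3.32e-06), DDB_G0268322 (chromosome 1, 659396 to 660693) by 3.35 (SE 0.41, adjusted p 8.77e-06) and DDB_G0293788 (chromosome 6, 3313981 to 3314364) by 2.74 (SE 0.39, adjusted p 6.37e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DDB_G0292900 (chromosome 6, 2233950 to 2235576) fell from 27.1 ± 8.79 CPM to 3 counts, a ratio of 116 (95% interval 39.8 to 564). DDB_G0269740 (chromosome 1, 3463314 to 3465781) fell from 314 ± 10.8 to 5.17 ± 2.05 CPM, a log2 fold change of -5.92 (SE 0.27, adjusted p 1.12e-13), and DDB_G0269050 (chromosome 1, 1861999 to 1863226) by 5.00 (SE 0.35, adjusted p 8.19e-10). The direct test of the difference, the interaction of GSH with starvation at 8 h, called 2908 genes higher and 2325 lower. Its first genes were DDB_G0290993, at 13.42 (SE 0.67, adjusted p 1.55e-14), and DDB_G0279705 (chromosome 3, 2469013 to 2469762), which fell with GSH from 258 ± 1.70 CPM to 0 counts in starved cells, at least 876-fold.

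At 0.5 h GSH changed both kinds of cells. In starved cells 1157 genes were called higher and 1057 lower, and in vegetative cells 2092 higher and 2298 lower. These splits rest on the scaling: with upper quartile factors the share of calls that were higher went from 52.3% to 37.9% in starved cells and from 47.7% to 33.1% in vegetative cells. The transporter gene abcG12 (DDB_G0274115, chromosome 2, 4432128 to 4434435) was higher with GSH in starved cells by a log2 fold change of 5.50 (SE 0.40, adjusted p 2.31e-10), rasY (DDB_G0270126, chromosome 1, 4283626 to 4284369) by 4.96 (SE 0.45, adjusted p 6.83e-09) and DDB_G0269700 (chromosome 1, 3352107 to 3354728) by 4.77 (SE 0.24, adjusted p 7.27e-13), while DDB_G0284295 (chromosome 4, 1844275 to 1845881), DDB_G0283653 and DDB_G0283913 (chromosome 4, 1267681 to 1269684) were lower by -5.58, -4.18 and -4.13 (SE 0.40, 0.30 and 0.62; edgeR's quasi-likelihood test). DDB_G0283653 was also the second largest rise of starved cells at 0.5 h in the time course. In vegetative cells DDB_G0271958 (chromosome 2, 1074422 to 1075280), DDB_G0268192 (chromosome 1, 1640028 to 1640576) and DDB_G0269270 (chromosome 1, 2428475 to 2429089) were higher by 7.84, 7.80 and 7.69 (SE 0.60, 0.48 and 0.55), and DDB_G0290835 (chromosome 5, 4620639 to 4624076), DDB_G0271638 (chromosome 2, 593663 to 597179) and DDB_G0286673 (chromosome 4, 4821852 to 4825148) lower by -5.45, -5.12 and -4.75 (SE 0.39, 0.39 and 0.40). Of 1442 genes called in both kinds of cells, 1327 changed in the same direction. Calls on the developmental list were not alike in these cells. In starved cells 7 of its 11 tested genes were called lower with GSH and 0 higher. Among the 7, csaA changed by -2.7, acaA by -1.70, pdsA by -1.68 and gpaB by -1.22. The list median was -1.52 (adjusted p 0.00312 by camera, 7.25e-05 by fry and 0.20 with the estimated correlation). In vegetative cells 4 were called higher, pdsA (1.10) among them, and 1 lower, while acaA and csaA were not called.

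Among the 4 comparisons of a group with GSH against the same cells without it, fitted with all libraries, the genes of GSH synthesis and reduction gcsA and gsr were called only in vegetative cells at 0.5 h. There the glutamate-cysteine ligase gene gcsA (DDB_G0284651, chromosome 4, 2291954 to 2294131) went from 69.7 ± 20.0 to 475 ± 75.4 CPM, a log2 fold change of 2.76 (SE 0.27, adjusted p 5.57e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glutathione reductase gene gsr (DDB_G0272754, chromosome 2, 2099808 to 2101322) went from 355 ± 40.9 to 1296 ± 188 CPM, by 1.87 (SE 0.16, adjusted p 6.95e-10), and the GSH synthetase gene gshB (DDB_G0291756, chromosome 6, 695138 to 696660) from 108 ± 22.0 to 189 ± 16.0 CPM, by 0.81 (SE 0.18, adjusted p 0.000412), under 2-fold but at 1.03 without replicate 3 of the vegetative cells. In starved cells at 8 h, GSH changed gcsA and gsr by -0.76 (SE 0.27, adjusted p 0.0132) and -0.82 (SE 0.16, adjusted p 7.33e-05), both under 2-fold, and gshB by 1.09 (SE 0.19, adjusted p 1.59e-05). Leaving out replicate 1 of the starved cells took gcsA past 2-fold, to -1.01. Each of these 3 genes was also called in at least 1 contrast of starvation or time without GSH. isca1 of the sulfur list was higher with GSH at 0.5 h, at 203 ± 68.5 against 26.7 ± 4.68 CPM in vegetative cells and at 49.9 ± 2.63 against 8.44 ± 0.798 CPM in starved cells. The list did not move as a whole. In starved cells at 0.5 h mocs1 and ctu1 were also called higher, by log2 fold changes of 1.82 and 1.35, but ctu2 was called lower, at -1.07. In vegetative cells at 0.5 h no other member was called, and ctu2 stood at -0.998.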

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

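The tests of wrong labels at 8 h, of a fixed share of developed cells, of arrest at an earlier stage, of an early or a later starvation response in vegetative cells with GSH and of a response to GSH shared at 0.5 h were chosen after the results were seen, as were the interactions of GSH with time and of GSH with starvation at 0.5 h themselves.

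The effect of GSH at 8 h differed between starved and vegetative cells. The interaction of GSH with starvation called 5233 genes, while GSH called 5589 genes in starved and 295 in vegetative cells. Of 60 regroupings of the 12 libraries, 1, the real one, gave as many genes. The regroupings exchanged libraries among all groups compared, which breaks up the effects of starvation and of GSH as well as their interaction. The rank therefore shows only that the groups differ in some way and does not test the interaction. The largest other count was 5138, in a regrouping that kept the starved libraries without GSH and the vegetative libraries with GSH whole. Over 1000 genes were called in 9 of the other regroupings, of which 2 kept a group whole, and the median of the other counts was 0. Why regroupings that kept no group whole gave large counts was not tested. Library depth was tested by thinning every library to the smallest total, which left 4723 called genes and 85.7% of the original calls. An offset for each library's trend on gene length gave 5448 called genes. Scaling by totals that leave out the 97 most abundant genes gave 5124. These counts argue against depth, gene length and a few abundant genes as the whole cause. Wrong labels, with vegetative libraries standing in for the starved ones with GSH, would give few differences between these groups, but 2369 genes were called between starved and vegetative cells with GSH, against 295 for GSH in vegetative cells.

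What differed can be described by stage. Genes called higher after both 4 and 8 h of starvation in the time course, with less than 2-fold change between these times, were taken as early (552 genes), and genes that rose only between 4 and 8 h as late (460 genes), provided they also rose over 2-fold at 8 h in the GSH experiment. If a fixed share of the cells had developed as in the starved cultures and the rest were vegetative, both kinds of genes would keep the same share of their rise in CPM. With GSH the median early gene kept 17.8% (SD 2.86, n = 3) of its rise and the median late gene 0.249% (SD 0.394), which argues against such a mixture. On the log2 scale early genes kept 37.4% (SD 5.79) of their mean rise and late genes 2.96% (SD 2.71). The 3 libraries ranged from 30.9% to 42.1% for early genes and from -0.0357% to 5.23% for late genes. Of the early genes 36.4% were called higher in starved than in vegetative cells with GSH, and of the late genes 7.61%. A candidate explanation is that starved cells with GSH had stopped at, or were slowed before, a stage that untreated cells had passed by 8 h. In the same direction, fold changes of starved against vegetative cells with GSH at 8 h correlated across genes with those of the time course at 4 h (r 0.540) more than at 8 h (0.424) or 0.5 h (0.364). Not all genes go with this reading. Proteasome subunit genes, higher by a median of 2.01 after 4 h of starvation in the time course, were at -0.51 in starved against vegetative cells with GSH. The 4 elongator genes were at -2.03 and 0.21 in these comparisons. Medians of the autophagy genes, the sulfur list, the developmental list, ribosomal protein genes and ATP synthase genes kept the sign they had at 4 h. A mixture of vegetative cells with cells at an early stage, and arrest against delay, stay open.

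In vegetative cells the effect of GSH differed between times. The interaction of GSH with time called 4236 genes, and GSH changed 4390 genes at 0.5 h and 295 at 8 h. Again 1 of 60 regroupings, the real one, gave as many, a rank that does not separate the interaction from the effects of time and of GSH. The largest other count was 4132, in a regrouping that kept the vegetative libraries with GSH at 0.5 h whole, and 15 of the other regroupings, this one included, gave over 1000, of which 4 kept a group whole. Thinning left 3614 called genes, 78.0% of the original ones among them, the gene length offset gave 4232, and scaling without the most abundant genes gave 5209. Depth, gene length and a few abundant genes therefore do not account for the whole difference. The split of the calls into higher and lower depended on the scaling. With upper quartile factors 32.0% of the calls were higher rather than 49.2%, against 49.7% with RLE factors and 49.8% with DESeq2. TMM factors averaged 0.723 in vegetative cells with GSH at 0.5 h and 1.19 in those without, the lowest and the highest of the 8 groups, so the scaling weighs most on this contrast. Had the libraries with and without GSH been exchanged at 0.5 h, starved cells would be better compared with the libraries labelled GSH, but the correlation across genes with the starvation changes of the time course was then 0.502, against 0.776 with the labels as given. If the start of starvation were the whole effect in vegetative cells with GSH, their fold changes would be like those of starvation at 0.5 h, but the correlation with them was 0.0919. Part of a later starvation response stays open. The correlation was 0.227 with the changes at 4 h, where 35.0% of the genes called in the time course were called in the same direction with GSH and 15.2% in the opposite one, and 0.187 with those at 8 h. The starvation scores of the 3 libraries with GSH, from -1.06 to -0.81, also lay above those of the 3 without, from -1.86 to -1.63, and close to those of starved cells at 0.5 h, from -0.77 to -0.51. Starved cells, in other libraries, changed in a related way with GSH at 0.5 h: the correlation across genes was 0.491, and 92.0% of the 1442 genes called in both changed in the same direction. Candidate explanations are a short-lived response to GSH that starved and vegetative cells share and, for part of the genes, one that overlaps with later starvation changes. A handling difference that all cultures with GSH at 0.5 h had in common would give the same correlation and cannot be told apart from it.

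At 0.5 h the effect of GSH also differed between starved and vegetative cells, with 3169 genes called in the interaction, 2214 for GSH in starved cells and 4390 in vegetative cells. Of the 60 regroupings 2 gave as many, the real one and another, with 4555 genes, that kept no group whole. Here too the rank does not separate the interaction from the effects of starvation and of GSH. Over 1000 were called in 13 of the other regroupings, this one included, of which 4 kept a group whole. Thinning left 2546 called genes, 71.0% of the original ones among them, the gene length offset gave 3211, and scaling without the most abundant genes gave 4023, so none of these trends accounts for the whole difference. The share of calls that were higher went from 48.6% to 59.7% with upper quartile factors. It was 43.9% with RLE factors and 43.6% with DESeq2, so the split into higher and lower rests on the scaling. The nutritional state of the cells stays an open explanation that was not tested further.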

How the results depend on the processing

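The alternatives to the interactions of GSH with time and of GSH with starvation at 0.5 h, and the fits of the correlations between experiments that each left out 1 library, were chosen after the results were seen.

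Of 351 alternatives to the summary results (counts of called genes, correlations, the share of the score and the medians of 5 sets in the time course at 8 h), 320 left the result on its side of the threshold or within the limit set for it (1.5 times a count, or 1 SD), 5 removed the call of a set, 26 moved a value and 0 reversed a direction. Counts of called genes depended most on how the fold threshold was applied. Without it, 5428 and 6332 genes passed after 0.5 and 4 h of starvation in the time course, 4059 between vegetative cells at 8 and 0.5 h, 4656 after 0.5 h of starvation in the GSH experiment, 4003 for GSH in starved cells at 0.5 h, 456 for GSH in vegetative cells at 8 h and 4455 between starved and vegetative cells with GSH. With glmTreat, which tests against a 2-fold change, the counts were 965 between vegetative cells at 8 and 0.5 h, 1467 after 0.5 h of starvation in the GSH experiment, 907 for GSH in starved cells at 0.5 h, 2922 and 51 for GSH in vegetative cells at 0.5 and 8 h, 1040 between starved and vegetative cells with GSH, 2516 for GSH with time and 1382 for GSH with starvation at 0.5 h. Both settings change the threshold itself, which accounts for the direction of these moves. The remaining counts of the 14 contrasts stayed within 1.5 times under DESeq2, RLE and upper quartile factors, both filters on low counts, an adjusted p under 0.05, a fit to the compared groups only and the replicate block.

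DESeq2 shared between 93.2% and 98.7% of the genes called by edgeR in the 14 contrasts. Leaving out 1 library moved the counts from 3006 to 3159, 3922 to 4467 and 5260 to 5503 after 0.5, 4 and 8 h of starvation in the time course, and from 1828 to 1940 between its vegetative groups. In the GSH experiment they ran from 2555 to 2903 and 6111 to 6274 after 0.5 and 8 h of starvation, from 2093 to 2272 and 5483 to 5649 for GSH in starved cells, and from 4236 to 4447 for GSH in vegetative cells at 0.5 h. The count for GSH in vegetative cells at 8 h was the least stable, from 193 to 311 across 6 fits, lowest without replicate 3 of the cells with GSH; in 1 of these fits 38.6% of its calls were lost, against at most 14.7% in the other contrasts. The interaction of GSH with starvation at 8 h gave between 5103 and 5256 genes, GSH with time between 4068 and 4304 and GSH with starvation at 0.5 h between 2998 and 3335, each across 12 fits.

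Scaling moved the split of calls into higher and lower more than their counts. Upper quartile factors shifted the median log2 fold change of all tested genes by -0.28 and -0.21 for starvation at 8 h in the time course and the GSH experiment, by -0.19 and 0.23 for GSH in starved cells at 0.5 and 8 h, by -0.37 for GSH in vegetative cells at 0.5 h, and by 0.17, -0.43 and 0.19 for the interactions of GSH with starvation at 8 h, with time and with starvation at 0.5 h. No other contrast shifted by more than 0.1 under this scaling, and none did under RLE factors. The filter at a mean of 10 CPM shifted GSH in vegetative cells at 0.5 h and GSH with time by -0.14 and GSH with starvation at 0.5 h by 0.11, and testing without a filter shifted GSH with time by 0.10. Where the share of calls that were higher moved by over 10 points, which upper quartile factors alone did among RLE, DESeq2 and upper quartile scaling, the values were 37.9% rather than 52.3% for GSH in starved cells at 0.5 h, 33.1% rather than 47.7% for GSH in vegetative cells at 0.5 h, 32.0% rather than 49.2% for GSH with time and 59.7% rather than 48.6% for GSH with starvation at 0.5 h. The cause was not tested. Some set medians near 0 changed sign with the scaling in contrasts for which no direction is given above. Under upper quartile factors the developmental list went from 0.34 to -0.07 for GSH in vegetative cells at 0.5 h and from 0.37 to -0.09 for GSH with time, and proteasome subunit genes from 0.35 to -0.08 for GSH with time.

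Set calls rested on how correlation between genes was treated. With the correlation estimated from the data, 1 call was left over the 7 sets and 12 contrasts tested, that of the developmental list after 8 h of starvation in the GSH experiment (adjusted p 0.0787; camera 2.35e-05, fry 3.56e-14). In the time course at 8 h no set passed. Cytosolic ribosomal protein genes (median -2.79) then had an adjusted p of 0.189, against 5.99e-25 to 1.5e-09 over the other alternatives. Proteasome subunit genes (1.30) had 0.209, against 8.97e-07 to 5.83e-06, and autophagy genes (0.92) 0.189, against 1.11e-07 to 0.0772. The sulfur list (-1.91) had 0.189, against 4.75e-08 to 0.0505, and the developmental list (7.61) 0.123, against 2.96e-12 to 0.000243. An estimate from few libraries is imprecise, but the cause was not tested.

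The correlation of fold changes between the experiments at 0.5 h was 0.776. It was 0.863 over genes called in the time course, 0.684 as Spearman's rho, and from 0.741 to 0.782 across 12 fits that each left out 1 library, lowest without replicate 3 of the vegetative cells of the GSH experiment. At 8 h it was 0.933, and it was 0.948 over called genes, 0.945 with a mean of at least 10 CPM in both experiments, 0.937 for differences of mean log2(CPM + 1), 0.920 as Spearman's rho and from 0.924 to 0.935 without 1 library. Called genes have larger changes, which raises a correlation by construction. For the other settings the cause was not tested. The share of the starvation score left with GSH, 18.1%, was 15.9% with genes chosen in the GSH experiment, 17.5% with a prior count of 0.5, 18.3% with upper quartile factors, 18.4% with a filter at 10 CPM, 18.8% against vegetative cells without GSH and from 16.8% to 19.7% without 1 library.

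Among 118 results for named genes, 472 alternatives left 457 on the same side of the threshold; 7 became weaker, 7 stronger and 1 reversed. The reversed result was mocs2l with GSH in starved cells at 8 h, at 0.15 (adjusted p 0.745) and at -0.50 without replicate 3 of the starved cells with GSH (0.383, against 0.745 to 0.856 with all libraries); it was called in neither fit. In the time course at 8 h mocs2l lost its call with DESeq2 (-0.99), with RLE factors (-0.98) and without any of 3 single libraries (-0.87 to -0.65), and gcsA without vegetative replicate 1 (0.98). Between starved and vegetative cells with GSH, calls were lost for mocs2l (-0.94) without replicate 2 of the starved cells, for cprB (1.16) without replicate 3 of them, and for ecmA, with 2 against 22 counts, without any of 3 single libraries. The 7 stronger ones came from leaving out 1 library. They were mocs2s (-1.67) and gcsA (-1.01) with GSH in starved cells at 8 h, mocs3 (1.15), ctu1 (1.00), ctu2 (-1.16) and gshB (1.03) with GSH in vegetative cells at 0.5 h, and ctu2 (-1.08) between starved and vegetative cells with GSH. These genes lay close to the 2-fold limit or had few counts, and the cause was not tested further.

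Using the replicate number as a block changed none of the calls of the 5 sets tested this way, in the time course at 8 h, and no count of the 14 contrasts by more than 1.5 times. It gave 5261 genes after 8 h of starvation in the time course, 5591 for GSH in starved cells at 8 h, 329 for GSH in vegetative cells at 8 h and 5259 for their interaction. The numbers were not taken as pairs, since residuals of libraries with the same number correlated across genes at a median of only 0.0577 over 84 pairs in the GSH experiment, 28 of them over 0.1, and of -0.00495 over 45 pairs in the time course, 5 of them over 0.1.

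Depth limited the calls. Thinning the GSH experiment to its smallest library left 85.7% of the calls of the 8 h interaction and 71.0% of those of GSH with starvation at 0.5 h, partly because fewer genes, 8991 against 9642, were tested.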

Other observations

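The tests on chromosome 2, including the limits of the interval, were chosen after the values were seen, whereas the tests of the spread at 4 h and the other splits of the libraries were planned.

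Near-zero counts filled an interval of chromosome 2 from 2268088 to 3763698. Its limits are the outermost of 88 pairs of gene copies that lie there as mirror images. Of its 595 genes 96.8% averaged under 10 counts over the 42 libraries, against 34.2% of the 13136 genes elsewhere. If these genes were simply not expressed, ribosomal protein and proteasome genes, which the cells need, would not be among them. The 8 such genes with paired copies had a median of 8.81 counts and a maximum of 30.6, whereas the 114 other ribosomal protein and proteasome genes had a median of 5564 and 112 of them lay above 30.6. The 41 genes with paired copies outside the interval all averaged under 10 counts as well. A candidate explanation is that reads matching both copies equally were not counted. Levels of genes in this interval, carA among them, are then too low by an unknown factor and could hide changes. Whether the sequenced cells carry 1 or 2 copies of the interval cannot be read from counts that leave such reads out. No biological explanation was tested.

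The starved 4 h replicates of the time course were the most dispersed group of that experiment, with a mean SD of log2 CPM of 0.47 against 0.42 in starved cells at 8 h and lower values in the other 4 groups. After thinning every library to the smallest total the SD was 0.505, and the next group, starved cells at 0.5 h, stood at 0.475. That group had been at 0.38 before thinning, so the gap to it narrowed. No spread was measured for the remaining gap, so depth as part of the cause stays open. If the replicates had reached different stages, their differences would run along the changes of development. The main axis of their deviations correlated across genes with the starved 8 h against 0.5 h fold changes of the GSH experiment at an absolute r of 0.470. The value was 0.371 in starved cells at 8 h and at most 0.0892 in the other 4 groups. The replicates may therefore have been at somewhat different stages, in the order of their values on the first principal component, 21.2, 31.2 and 45.4. A difference between cultures in cell density or handling would look the same and was not tested.

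For the 11 contrasts of 3 against 3 libraries, each split of the 6 libraries was also counted. In each of the 11 contrasts 1 of the 10 splits, the real one, gave as many called genes, which is the smallest share that 10 splits allow and cannot reach 0.05. The largest count of another split was 351, for GSH in vegetative cells at 0.5 h, where the real split gave 4390. It was 45 for GSH in vegetative cells at 8 h, where the real split gave 295, and 14 or less in the other 9 contrasts.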
